A study of Mus musculus with 3 samples. Its data were reported in "The DNA methylation profile of liver tumors in C3H mice and identification of differentially methylated regions involved in the regulation of tumorigenic genes" (2018).

How the data were processed

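Gene expression was measured in Hepa1c1c7 cells, a mouse hepatoma cell line, transfected with an empty expression vector, a vector carrying the coding sequence of Mst1r (a receptor tyrosine kinase) or a vector carrying the coding sequence of Slpi (a secreted inhibitor of proteases). Each of the 3 groups held 1 sample, so 3 arrays were compared in total, and the groups were taken from the sample labels. The protocol in the labels gives 100 ng of total RNA for labelling. The arrays were single-colour Agilent SurePrint G3 Mouse arrays with 384 rows of spots and 62976 spots each.

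The deposited values were spot intensities. Per the file headers, the authors extracted them from the scanned images with Feature Extraction 12.0.3.1, which is a later version than the methods name, and the genome build of the array design was mm9. The processed signal is the intensity of a spot after background subtraction and correction of spatial trends, on a linear scale and not scaled between arrays, with low values replaced by a small positive value. The deposited files also held the median intensities of the spot and of its local background, and flags of 0 or 1 for spots well above background, saturated spots and outlier spots. No spot was saturated on any array. A deposited table of the whole series held the intensity of each probe name on each array. It differed by less than 0.01 (log2) from the mean of all spots of the probe for 99.95% of the values, and was therefore processed signal without scaling.

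From these files, log2 of the processed signal was averaged over the spots of a probe, leaving out spots marked as non-uniform or as population outliers. Of the 56605 non-control probes, 300 were printed 10 times and the others were printed on a single spot. The 75th percentile over all non-control probes of the array, which is the scaling the methods name, was then subtracted. Fewer than 50% of the probes were well above background on each array, so the percentile over the probes detected on all arrays was an alternative. A probe was named through the RefSeq accession of the files, without its version, and a table of RefSeq genes (GRCm38.p6), which was used for names only. This matched 25126 of 47837 accessions and 32994 of 56605 probes, and features without a match kept the name in the files. Each name was represented by the probe with the highest mean signal over the 3 arrays, which left 45608 features, 22908 of them with a gene symbol.

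A gene was counted as changed when its scaled signal differed at least 10-fold and its processed signal was over 50 on the brighter array. The signal minimum is that of the methods for these cells. The fold is that of the gene selection of the study, which also asked for statistical significance and was not repeated here in that part. Counts at 2-fold were also made. With 1 array per group, no test between groups could be made and no difference has a replicate check. The number of arrays limits the precision. All 3 arrays lay on 1 slide and were read in 1 scan, so slide and scan did not differ between the groups, and the position on the slide cannot be told apart from the group. The technical error was taken from probes printed at least 10 times, as the SD between spots of 1 array by signal level. It was 0.70 (log2) below a log2 signal of 3, 0.17 between 6 and 8 and 0.057 above 14. The error printed after a log2 difference is the SD that these spots give for the difference, and covers no variation between cultures. Where a probe was well above background on the brighter array only, the fold was given as a bound, with the dim side set to the higher of its own signal and the lowest signal of any probe well above background on that array.

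The genes to be named were fixed before the data were examined. They were Mst1r, Slpi, Extl1, Il33 and its receptor Il1rl1, the 6 enzymes of DNA methylation and demethylation, the 5 named genes with the largest log2 difference among those at least 10-fold apart in each comparison with empty vector and direction, at most 5 genes at least 10-fold apart in the same direction with both vectors, and the detected member of each gene list with the largest difference for each vector. The 9 gene lists were also fixed then. They were shortlists of tumour genes (up and down in the study text, chosen there on tissue), DNA methylation enzymes, NF-kB targets, ERK pathway targets, interferon-stimulated genes, AhR targets, stress response genes and proliferation genes. Of their 140 entries, 2 had no matched probe. The median of each list over its members with a mean processed signal over 50 was set beside 10000 random lists of named genes matched on mean expression. Both vector arrays were compared with the same empty vector array. The overlap and the correlation of the 2 comparisons were therefore set beside 100 shuffles, in each of which the 3 values of every gene were assigned to the arrays at random.

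Control spots were left out of the comparisons. Probes for the ERCC external controls (96 sequences for synthetic RNA) were used to measure the background. A control probe was called dark on an array when the median of its spots was under 15, and shares of such spots are given with exact (Clopper-Pearson) 95% intervals, which cover counting error only. These spots were examined by blocks of 32 rows. Blocks in which over 0.5% of the dark control spots of the 3 arrays passed 50 were rows 1 to 128, and the block size, the limit of 15 and the limit of 0.5% were chosen after the data were seen. Where rows 129 to 384 were used alone, the scaling over all probes was kept, as were probes printed 10 times, and each gene took its brightest remaining probe.

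The alternatives fixed before the data were examined were other scalings (75th percentile of detected probes, median, quantile, spike-in controls, none), normexp background correction with an offset of 50, other filters on dim probes, the dim side as a bound, a floor at the 20th percentile, other rules for the probes of a gene, outlier spots kept, the table of the whole series and a 5-fold threshold. The files used here held no mean spot intensity, so normexp was run on the median intensities. The use of rows 129 to 384 alone, a minimum at the highest dark control spot, and further scalings of the interferon-stimulated and stress response lists were added after the data were seen. On simulated arrays made from the real signal levels and spot errors, the steps for the comparison of Mst1r vector with empty vector recovered 200 of 200 genes changed 32-fold among 45616 features and called 0 unchanged genes. The changed genes were drawn from bright genes only, and 32-fold is well over the 10-fold threshold. The recovery of dim genes or of changes near the threshold was therefore not tested. The simulation contained no stray bright spots. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, R 4.3.3 and limma 3.58.1 were used. Probe sequences were not used here.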

Results

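To examine gene expression changes after overexpression of Mst1r or Slpi, Hepa1c1c7 cells were transfected with empty vector, Mst1r vector or Slpi vector and analysed on 1 array each. Of the 56605 probes, 48.5% were well above background on the empty vector array, 46.7% on the Mst1r vector array and 48.1% on the Slpi vector array. The 75th percentile of the processed signal was 268, 229 and 254, respectively. The lowest processed signal was 3.74, 3.73 and 3.26, and probes under 15 are referred to as dark. Each group was a single array, and the differences below have no replicate check.

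The spike-in controls added at labelling measured the technical difference between arrays. Over the 7 spike-in probes that were well above background, each printed on 35 spots, the unscaled log2 difference from empty vector was -0.12 ± 0.02 (SD over probes) on the Mst1r vector array and 0.16 ± 0.04 on the Slpi vector array. After scaling to the 75th percentile the means were 0.11 and 0.24. Differences of this size between 2 arrays are therefore within the technical error of the scaling. The choice of scaling moved the median log2 difference of features with a mean signal over 50 on the Mst1r vector array from -0.04 to -0.27 without scaling, and on the Slpi vector array from 0.0035 to 0.17 with median scaling and to -0.24 with spike-in scaling.

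The background was measured on ERCC control probes without target. On the empty vector array 25 of 2688 dark control spots had a processed signal over 50, which is 0.930% (95% interval 0.603 to 1.37). The share was 39 of 2653 or 1.47% (1.05 to 2.0) on the Mst1r vector array and 27 of 2653 or 1.02% (0.672 to 1.48) on the Slpi vector array. The brightest of these spots reached 207, 289 and 481. Among gene probes printed on a single spot and dark on both other arrays, the share over 50 was 1.28% (336 of 26276), 1.06% (271 of 25634) and 0.956% (243 of 25427), within the interval of the control spots of each array. These shares pool all rows. Against the control spots of the same array and row block, the ratio of observed to expected gene probes was 1.73, 0.917 and 1.18. On the empty vector array gene probes therefore passed 50 more often than control spots of the same rows. Both kinds of spot lay mainly in the upper rows of the arrays. In rows 1 to 128 the control spots over 50 made up 2.68%, 4.01% and 2.82%, and in rows 129 to 384 they numbered 0 of 1754, 2 of 1731 and 1 of 1731.

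**Figure D1:**
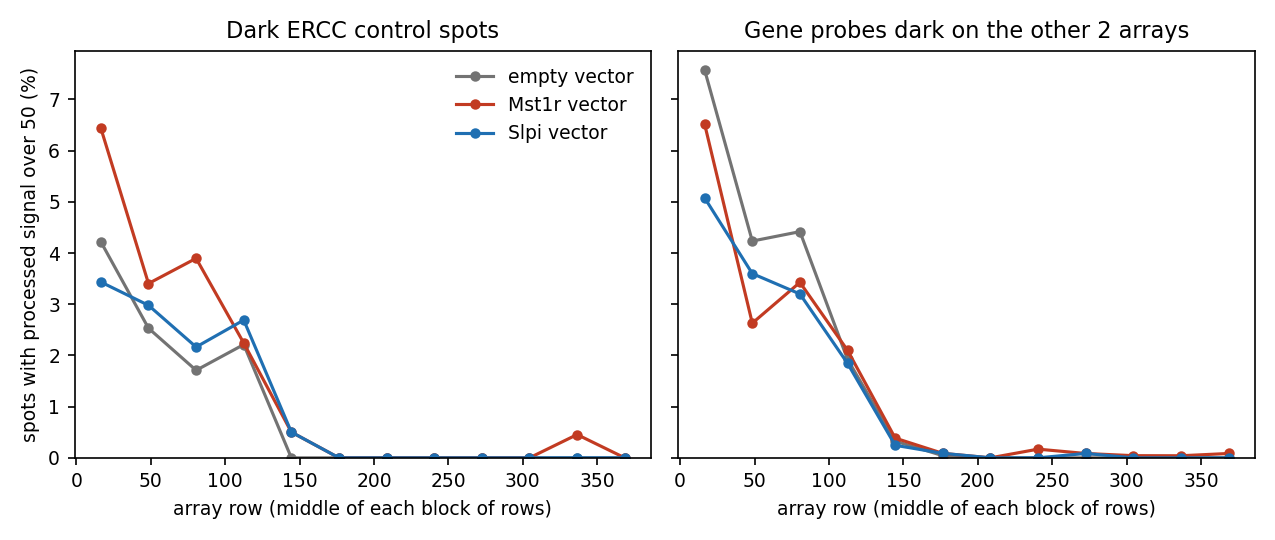
Share of spots with a processed signal over 50 (%) against the array row, in blocks of 32 rows, for dark ERCC control spots (left) and for gene probes dark on the other 2 arrays (right). Lines join the 12 blocks of each array; on the Mst1r vector array the first block has 6.44% of control spots and 6.51% of gene probes over 50, and shares are near 0 beyond row 160.

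The transfected genes were examined first because they check the labels. The array held a single probe for Mst1r (NM_009074), and it was not well above background on any array, with processed signals of 4.15 with empty vector, 4.08 with Mst1r vector and 3.7 with Slpi vector. No fold can be given. Slpi (NM_011414) had 2 probes. The brighter probe gave 6459 with empty vector, 3843 with Mst1r vector and 6680 with Slpi vector. The log2 difference from empty vector was 0.13 ± 0.14 with Slpi vector, which is within the error between spots, and -0.52 ± 0.13 with Mst1r vector. The sign for Slpi vector depended on the processing, with -0.11 under spike-in scaling and 0.29 under median scaling. The dimmer probe gave 106, 91.7 and 85.8, and differed by -0.23 ± 0.25 with Slpi vector. A rise of either transfected gene on its own array was therefore not established. The names Mst1r vector and Slpi vector below mean the arrays labelled so. The level of Mst1r by real-time PCR was not analysed here.

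Il33 is the gene that the study followed after Mst1r overexpression. The array held 2 Il33 probes with the same accession (NM_001164724). The first gave a processed signal of 8.41 with empty vector, 166 with Mst1r vector and 3.79 with Slpi vector, and was well above background with Mst1r vector only. The log2 difference between Mst1r vector and empty vector was 4.53 ± 0.63, at least 10.3-fold. It was at least 11.1-fold higher than with Slpi vector. The second Il33 probe gave 8.10, 4.82 and 4.23 and was not well above background on any array, so the probes disagreed. The probe that rose lay in row 29 and the second in row 195. In rows 1 to 32 of the Mst1r vector array, 105 of 1612 gene probes that were dark on the other arrays had a signal over 50 (6.51%), and 13 (0.806%) were at least as bright as Il33. Of the control spots, 4 of 922 in rows 1 to 128 and 0 of 1731 in rows 129 to 384 were at least as bright. With rows 129 to 384 alone the log2 difference of Il33 was -0.52 ± 0.93, the largest move among the alternatives. This is the second probe at background and shows no change of direction. The Il33 receptor gene Il1rl1 had 3 probes, none of them well above background on any array.

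With Mst1r vector, 282 genes were at least 10-fold higher and 307 at least 10-fold lower than with empty vector. The background correction moved these counts most, to 6 and 0 under normexp with an offset of 50. On the dim array 269 of the 282 and 306 of the 307 genes were not well above background. The median processed signal on the brighter array was 93.4 for the higher and 97.2 for the lower genes. Of the 282 genes 268 had their probe in rows 1 to 128, as did 300 of the 307 (97.7%), while these rows held 33.2% of all probes. At 2-fold, 775 genes were higher and 608 lower, of which 557 and 559 lay in these rows. Without scaling the 2-fold counts were 657 and 717, so which direction held more genes depended on the scaling. Among 93 named genes at least 10-fold apart that had other probes, another probe differed at least 2-fold in the same direction for 8 and in the other direction for 5.

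AF067063 was 134-fold higher with Mst1r vector, from a signal of 310 to 35358. Its second probe (row 124) was not well above background with empty vector and at least 2.57-fold higher. Among the genes with a bound only, Batf2 was at least 63.7-fold higher (17.0 to 1029), Pcdh19 at least 24.8-fold, Ifi202b at least 15.3-fold and Car4 at least 13.9-fold. The bounds give no order among these genes. AF067063, Batf2 and Ifi202b lay in rows 132, 364 and 238, whereas Pcdh19 and Car4 lay in rows 24 and 79. The second probe of Ifi202b (row 113) rose from 3.99 to 185, and that of Pcdh19 (row 150) was not well above background on any array. The 5 genes named as lower were Ky (at least 15.6-fold), Gm15319 (12.9-fold), Kcna6 (11.2-fold), Gm15881 (10.6-fold) and Gnasas1 (10.1-fold), each as a bound. All 5 lay between rows 4 and 68, with empty vector signals from 222 to 345. On that array the brightest dark control spot was at 207, and gene probes dark on both other arrays reached 380.

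With Slpi vector, 234 genes were at least 10-fold higher and 301 at least 10-fold lower than with empty vector, and 480 and 569 at 2-fold. Of the 10-fold genes, 221 of the 234 (94.4%) and 296 of the 301 (98.3%) had their probe in rows 1 to 128. The 5 genes named as higher were Nlrp1c-ps (at least 18.4-fold), Rbm24 (11.6-fold), Spag6l (11.3-fold), Gm38416 (9.78-fold) and Ggta1 (8.86-fold), each as a bound, in rows 2 to 106. Those named as lower were Gm15881 (at least 13.4-fold), Olfr55 (13.2-fold), Atp1b2 (12.1-fold), Zfp572 (11.3-fold) and Gria3 (11.04-fold), each as a bound, in rows 5 to 89. Nlrp1c-ps, the brightest of the 5 higher genes, was at 330 on the Slpi vector array, under the brightest dark control spot at 481.

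**Figure D2:**
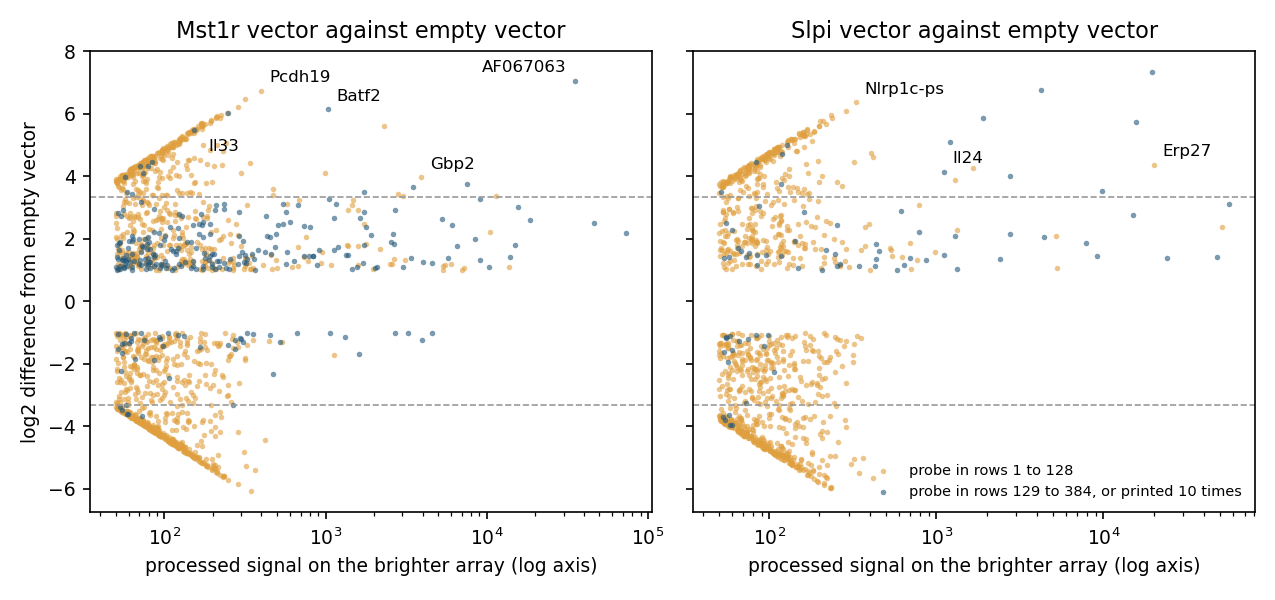
Log2 difference from empty vector against the processed signal on the brighter array (log axis) for features at least 2-fold apart with a signal over 50, for Mst1r vector (left) and Slpi vector (right). Each point is 1 feature on single arrays, coloured by the row of its probe, and dashed lines mark 10-fold; 0 features over a signal of 481 were at least 10-fold lower.

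Above the brightest control spot of the 3 arrays (481), 11 features were at least 10-fold higher with Mst1r vector and 0 were lower. With Slpi vector 11 were higher and 0 lower. These features were chosen after their values were seen. Besides AF067063 and Batf2, the named genes with Mst1r vector were Ina (48.8-fold), Gbp2 (15.6-fold), Sprn (11.4-fold), Iigp1 (10.7-fold) and Fignl2 (10.3-fold). The log2 difference with Slpi vector was 2.23 ± 0.21 for Sprn and 1.58 ± 0.16 for Fignl2. With Slpi vector the named genes were Erp27 (20.8-fold, from 1029 to 20237) and Il24 (17.7-fold). Their second probes did not rise. That of Erp27 was not well above background on any array, and that of Il24 differed by -0.89 ± 0.25. With Mst1r vector the 2 Il24 probes rose by 1.25 ± 0.25 and 1.78 ± 0.21. The other 9 features carried no gene symbol and were 11.7-fold to 163-fold higher. The largest difference was that of ENSMUST00000133300, from 126 to 19428. A feature on chromosome 11 at 95113972 to 95114267 (mm9, per its name in the files) rose from 41.2 to 4222, which is 108-fold.

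Both comparisons used the same empty vector array. Across 16946 features with a mean signal over 50, the correlation of the log2 differences was 0.48 (Pearson, across genes, which are not independent replicates). Random assignment of the values of each gene to the arrays gave a mean of 0.50, between 0.45 and 0.56 in 100 shuffles. The correlation was 0.28 with rows 129 to 384 alone. The shuffles were not made for these rows alone, so this value cannot be set against their range. At 10-fold, 226 genes were lower with both vectors against 204 (179 to 236) in the shuffles, and 9 were higher with both against 7.81 (3 to 13). At 2-fold, 498 were lower with both against 514 (478 to 571), and 70 were higher with both against 54.1 (41 to 69). Named genes lower with both vectors at 10-fold were Gm15881, Ky, Atp1b2, Krt32 and Zfp572, and those higher with both were Ggta1, Abca16, Olfr1271, Them5 and Jakmip1. Each of these 10-fold probes lay in rows 1 to 128. Among the genes named under the rule as 10-fold higher or lower, leaving out members of gene lists, 13 had other probes. Of these 16 probes 3 were well above background on any array, those of AF067063, Ifi202b and Krt32, and each differed in the direction of the first probe. These 3 probes lay in rows 124, 113 and 31, within the rows where control spots strayed. Their agreement is therefore not free of stray spots.

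In the comparison that does not use the empty vector array, 269 genes were at least 10-fold higher and 256 lower with Mst1r vector than with Slpi vector. At 2-fold, 732 were higher and 476 lower. In rows 1 to 128 lay 259 of the 269 and 244 of the 256 genes.

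The gene lists described the arrays on detected genes. Median and spike-in scaling move all genes of an array by the same amount, which can change the sign of a list median and leaves its percentile unchanged. The interferon-stimulated genes were higher with Mst1r vector in 22 of 22 members, with a median log2 difference of 0.50, above all 10000 random lists. This count depends on the scaling. Bst2 (0.07 ± 0.11) and Parp14 (0.12 ± 0.12) were lower on the unscaled signals, from 18030 to 16109 and from 2997 to 2785. The median was lowest without scaling, at 0.27. Ifit3 had the largest difference (1.79 ± 0.14). With Slpi vector the median was -0.01 (percentile 15.9), with Rsad2 lowest at -0.33 ± 0.16. The stress response genes were higher with Mst1r vector in 13 of 14 members, with a median of 0.43, again above all random lists, and had a median of 0.08 (percentile 98.1) with Slpi vector, where the sign changed to -0.16 under spike-in scaling. Among the 13, Gdf15 (0.05 ± 0.13) and Dnajb1 (0.19 ± 0.14) were lower without scaling. The member named under the rule, Hspa1b, had a mean signal under 50 and was not among these 14. It was at least 2.30-fold higher with Mst1r vector, in row 100 at a signal of 37.1, and this bound does not rank it above the other members. The proliferation genes were higher with Mst1r vector in 0 of 19 members (median -0.16, percentile 0.10) and had a median of 0.00089 (percentile 23.8) with Slpi vector. Mcm6 was at -0.001 ± 0.08 with Mst1r vector, so its sign was not settled. Aurkb, the member named under the rule, differed by -0.34 ± 0.12 and -0.22 ± 0.12. With Mst1r vector Cdk1 and Mki67 were also at -0.34, so the error between spots does not rank these members.

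The median of the ERK pathway targets was 0.07 (percentile 98.5) with Mst1r vector, a sign that was negative under spike-in scaling (-0.04) and without scaling (-0.16), and -0.02 (percentile 18.2) with Slpi vector. Egr1 rose by 1.91 ± 0.14 with Mst1r vector. Etv1, the member named for Slpi vector, lay in row 33 at signals under 50. The NF-kB targets had medians of -0.07 (percentile 32.9) and 0.07 (percentile 97.4), with the largest differences in Il6 (2.48 ± 0.21 with Mst1r vector) and Cxcl1 (0.30 ± 0.14 with Slpi vector). The AhR targets, with 4 detected members, had medians of -0.13 (percentile 23.7) and -0.10 (percentile 3.83). Their member named under the rule, Cyp1a2, lay in row 28 and was at 45.0 with empty vector.

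The shortlist of genes up in tumours had medians of -0.15 (percentile 8.17) and 0.04 (percentile 78.2) over 13 members. Its members named under the rule were Nfe2 with Mst1r vector (at least 11.96-fold higher, row 23) and Grhl1 with Slpi vector (8.05-fold lower, row 35). The shortlist of genes down in tumours had 2 members with a mean signal over 50, with medians of 0.13 (percentile 83.1; -0.095 without scaling) and -0.0074 (percentile 50.1). Its member named under the rule, Cyp8b1, lay in row 8 and was at least 3.43-fold lower with Mst1r vector and at least 4.34-fold lower with Slpi vector. Extl1 was well above background with 1 of its 2 probes, with signals of 23.9, 32.4 and 24.6. The DNA methylation enzymes had medians of -0.20 (percentile 11.5) and 0.03 (percentile 67.6). With Mst1r vector Dnmt1 differed by -0.25 ± 0.14, Dnmt3a by -0.20 ± 0.16, Dnmt3b by -0.38 ± 0.25, Tet1 by -0.16 ± 0.46, Tet2 by 0.30 ± 0.16 and Tet3 by -0.075 ± 0.25. With Slpi vector the differences lay between -0.35 (Tet1) and 0.20 (Dnmt3a). These values are those of the brightest probe of each gene. As the mean of the probes of a gene, the range with Slpi vector was -0.77 (Tet1) to 0.435 (Tet2). With Mst1r vector that mean was 0.28 for Tet3, a change of sign, and the other enzymes kept their sign. Tet1 was well above background on each array at signals of 36.3 to 48.7. Its mean signal was under 50, so it was not in the list medians.

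**Figure D3:**
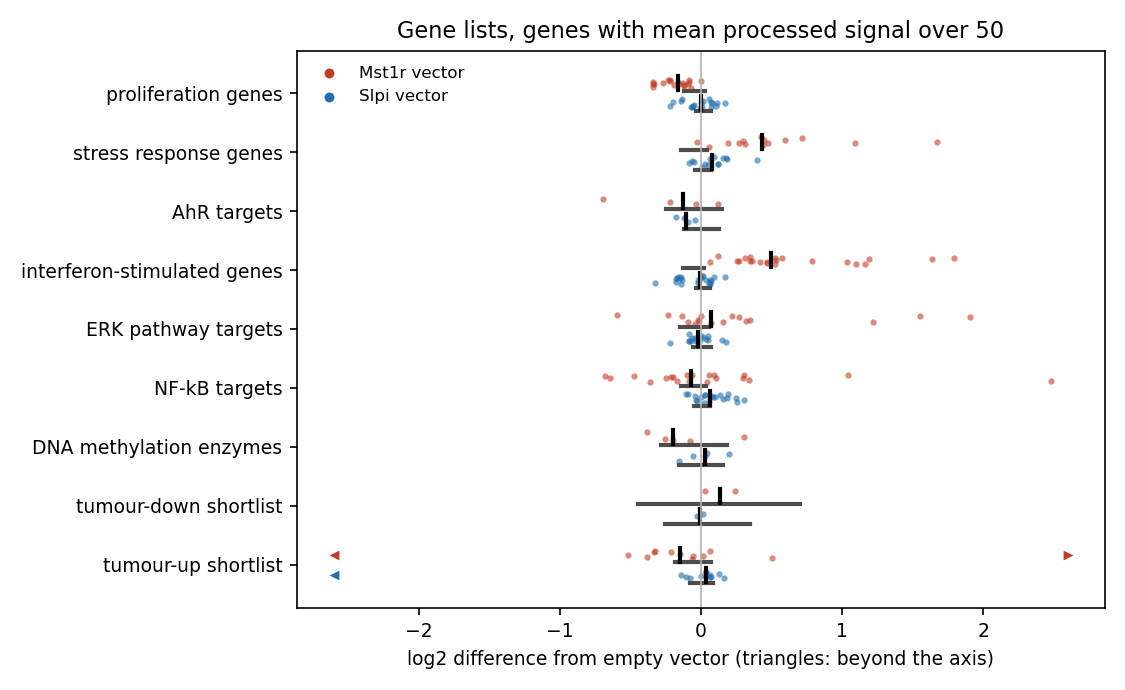
Log2 difference from empty vector of the members of each gene list with a mean processed signal over 50. Points are genes on single arrays, vertical bars are list medians, horizontal bars hold 95% of the medians of 10000 random lists and triangles are genes beyond the axis; medians beyond the bars are those of the interferon-stimulated (0.50), stress response (0.43), ERK pathway (0.07) and proliferation (-0.16) lists with Mst1r vector and of the stress response list (0.08) with Slpi vector.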

Values the study reported

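The study selected genes that changed more than 10 fold with Mst1r or Slpi overexpression, moved the same way in the liver tumours and had been linked to cancer. It reported Il33 as meeting these criteria with Mst1r, and no gene with Slpi. Raised Mst1r and Il33 in the transfected cells was also reported by real-time PCR with n = 3.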

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

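The tests of bright neighbours and of local patches were chosen only after the result was seen, as were the row blocks and the limit for dark spots.

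A signal appeared on control spots that the comparisons do not use. The share of dark ERCC control spots with a processed signal over 50 was 0.930% on the empty vector array, 1.47% on the Mst1r vector array and 1.02% on the Slpi vector array. All 25, 39 and 27 of these spots were marked as population outliers by Feature Extraction, which compares the spots of a repeated probe. A gene probe printed on a single spot has no such comparison.

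Signal carried over from bright neighbours was argued against, since 57.6% of the 901 stray control and gene spots in rows 1 to 128 had a spot with a log2 signal over 12 among the 8 positions around them, against 56.3% of the other dark spots. Fixed positions of the array design as the whole source were argued against, since 5 control spots passed 50 on more than 1 array, where random positions within the row blocks gave 2.90 on average and up to 9 in 1000 draws. A raised local background was argued against, since it was higher by only 0.119 ± 1.05 intensity units (SD, 901 spots) around stray spots, whose median signal was 86.0. Local patches had the values they need, since 78.8% of the stray spots had another within 2 rows and 2 columns, against 32.4% on average and at most 37.1% when positions were shuffled within row blocks. What produced patches in the same rows of all 3 arrays was not tested, and the files used here hold no image. The arrays shared 1 slide, so a difference between slides was not involved. No biological explanation was tested, since these probes have no target in the cells.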

How the results depend on the processing

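The use of rows 129 to 384 alone, the minimum at the brightest control spot (481), and the median, spike-in and no scaling of the interferon-stimulated and stress response lists were chosen after the data were seen. No paired analysis was possible because each group has 1 array. Counts are given in the order Mst1r vector against empty vector, Slpi vector against empty vector and Mst1r vector against Slpi vector, each as higher then lower.

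The 10-fold counts stayed within 1.5 times the values of the report under all 5 scalings, the filter of well above background, no filter, the floor, the mean of probes, each probe on its own, outlier spots kept, the table of the whole series and the 5-fold threshold. A minimum signal of 100 gave 125 and 151, 108 and 143, and 115 and 111. The dim side as a bound gave 51 and 15, 31 and 39, and 56 and 18. Normexp gave 6 and 0, 9 and 0, and 4 and 8, which its offset of 50 on dim spots brings by construction. Rows 129 to 384 gave 16 and 7, 14 and 5, and 12 and 13, with fewer probes examined. The minimum of 481 gave 11 and 0, 11 and 0, and 6 and 10.

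The 2-fold counts stayed within 1.5 times under the scalings, the bound, the floor, the probe rules, outlier spots kept and the table of the whole series. Normexp gave 437 and 237, 272 and 246, and 375 and 224. A minimum of 100 gave 412 and 280, 235 and 253, and 384 and 228. The filter of well above background gave 1356 and 1328, 980 and 1250, and 1353 and 1051, and no filter gave 2464 and 2409, 1795 and 2680, and 2658 and 1749, since both admit dimmer genes. Rows 129 to 384 gave 228 and 53, 60 and 19, and 203 and 59. The minimum of 481 gave 106 and 11, 42 and 0, and 89 and 30. No scaling moved the share of higher among changed genes by over 10 percentage points.

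The Mst1r difference moved by less than the error between spots under each alternative run for it, at signals not well above background. The Slpi difference with Slpi vector was 0.29 with median scaling, -0.11 with spike-in scaling and -0.051 as the mean of both probes, so its sign was not settled. The Il33 difference was 1.88 with normexp, 3.36 as a bound and 2.01 as the mean of both probes. With rows 129 to 384, which hold only the second probe, the value was -0.52 ± 0.93. With Mst1r vector the remaining probes likewise gave 0.20 for Kcna6, 0.26 for Gm15881, 0.25 for Gria3 and -0.58 for Jakmip1, each ± 0.997. None of these probes was well above background on any array, so their signs are opposite to the first probes but within the error between spots, and show no signal and not a change of direction.

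The correlation across genes was 0.39 with normexp and 0.28 with rows 129 to 384, and within 0.05 of its value with quantile normalization, no filter and a minimum of 100. No other alternative was run for it. The cause was not tested.

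List medians were counted as moved beyond 1 SD of their random lists, single genes beyond the SD between spots, the correlation beyond 0.05 and counts beyond 1.5 times, tolerances set for this comparison. For the other 7 lists the median, spike-in and no scaling were not counted, since a constant per array leaves percentiles unchanged. Among them, with Mst1r vector, the ERK pathway targets turned negative with spike-in scaling and without scaling, and the tumour-down shortlist without scaling. With Slpi vector median scaling made all 9 list medians positive. Spike-in scaling and no scaling each made all 9 negative. Each of these differs from the main scaling by a constant per array. With Mst1r vector the interferon-stimulated genes stayed positive, at 0.54 with quantile normalization, 0.45 with normexp, 0.39 with spike-in scaling and 0.27 without scaling, as did the stress response genes at 0.38 with normexp, 0.37 with rows 129 to 384, 0.32 with spike-in scaling and 0.20 without scaling. The proliferation genes stayed negative, at -0.21 with normexp, -0.21 as the mean of probes and -0.22 with rows 129 to 384. With rows 129 to 384, the NF-kB targets had -0.012 (percentile 77.9) and the AhR targets -0.29 (percentile 5.00). With Slpi vector the interferon-stimulated genes had -0.046 with normexp, 0.15 with median scaling, -0.25 with spike-in scaling and -0.088 without scaling, and the stress response genes 0.24 with median scaling, -0.16 with spike-in scaling and -0.0003 without scaling. The percentile of the interferon-stimulated genes with normexp was 2.67. The ERK pathway targets had 0.031 (percentile 77.9) with normexp. With rows 129 to 384 the NF-kB targets had 0.027 (percentile 70.7) and the proliferation genes -0.051 (percentile 0.90). The percentiles of these lists with Slpi vector therefore depended on the processing. The cause of these moves was not tested, except that a scaling moves every gene of an array alike. In the 10-fold comparisons with empty vector, 269 of 282, 306 of 307, 222 of 234 and 299 of 301 genes had a dim side not well above background.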

Other observations

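The tests on the genes at least 10-fold apart, the Il33 probes, the transfected genes, the features over 481, the stress response genes and the scaling of the interferon-stimulated genes were chosen only after the results were seen. Those on the interferon-stimulated genes outside the upper rows and on the GTPase genes were set before their values were computed, after Gbp2 and Iigp1 had been seen to rise.

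Most genes at least 10-fold apart between 2 arrays may be stray bright spots on probes without target. From the control spots of the same array and row block, 695 dark gene probes over 50 would be expected on the 3 arrays, and 850 were observed, a ratio of 1.22. The ratio was 1.73 on the empty vector array, 0.917 on the Mst1r vector array and 1.18 on the Slpi vector array. Of the 889 genes at least 10-fold apart from empty vector with either vector, 96.2% had their probe in rows 1 to 128, where control spots strayed, against 33.2% of all probes. The excess on the empty vector array leaves room for genes that fell with both vectors, and single genes among the 889 could be true changes.

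The rise of Il33 with Mst1r vector is open to the same explanation. Its probe in row 29 could be such a spot, since 6.51% of the dark gene probes in rows 1 to 32 passed 50 on that array and the probe in row 195 stayed dark. A smaller share of these gene probes, 0.806% (13 of 1612), was at least as bright as Il33. A second probe that does not detect Il33 stays open, as it was at 4.82 on the Mst1r vector array and was not well above background on any array. A true induction of Il33 by Mst1r is not excluded by these values, and the real-time PCR of the study was not analysed here.

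Of the features over 481 and at least 10-fold higher, 6 of 11 (54.5%) lay in rows 1 to 128 with Mst1r vector and 3 of 11 (27.3%) with Slpi vector, where 96.2% of all 10-fold genes lay. The exact 95% intervals of these shares, for counting error only, reach 83.3% and 61.0%. A problem of the upper part of the arrays as the source of all of them is therefore argued against. For the 9 features in these rows the test is weaker. In these rows 0 of 21415 dark gene spots passed 481, which at the upper limit of that count allows 3.25 such features among 18896 brighter ones. This speaks against such a problem as the source of all 9 only if brighter probes stray as often as dark ones. That was not measured, so no conclusion is drawn for the 9 as a set. For any single feature of the 9 such a problem stays open. A group of 5, namely Sprn, Fignl2, AK083518 and features on chromosome 10 (38969397 to 38972974) and chromosome 11 (120094176 to 120097622, mm9), rose with both vectors, by 3.36 to 3.75 (log2) with Mst1r vector and by 1.58 to 2.23 with Slpi vector. These 5 were chosen after their values were seen. Binding of vector transcripts to these probes was not tested, because probe and vector sequences were not used here.

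The interferon-stimulated genes were higher with Mst1r vector and not with Slpi vector. Between the vector arrays the median was 0.51, with 22 of 22 members higher with Mst1r vector and above all 10000 random lists. Of these, Bst2 (0.06 ± 0.11) and Parp14 (0.06 ± 0.12) were within the error between spots and lower without scaling. The upper rows are argued against, since the 16 members with a probe in rows 129 to 384 had a median of 0.50 and all 16 were higher. The scaling is argued against, since the lowest median over 5 other scalings was 0.27. Interferon-induced GTPase genes of the Gbp and Irg families, leaving out Gbp2 and Iigp1 whose rise had been seen, had a median of 0.59, with 9 of 9 higher and above all 10000 random lists, and -0.041 with Slpi vector. Between the vector arrays it was 0.74, with 9 of 9 higher. The stress response genes rose alike, with a median of 0.37 over 8 members in rows 129 to 384 (7 of 8 higher) and a lowest median of 0.20 over the scalings. Whether the Mst1r sequence, or a difference between the cultures or array positions unrelated to it, raised these genes cannot be told apart with 1 array per vector, so no biological meaning is drawn from them.

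No rise of the transfected genes on their own arrays was established, with Mst1r at background and the sign for Slpi not settled. Probes outside the coding sequence carried by the vectors may explain this, but the Mst1r probe at 4.08 on the Mst1r vector array decides nothing without probe sequences. Exchanged labels of the vector arrays would need Slpi to be higher on the array labelled Mst1r vector. Against the Slpi vector array its brighter probe was at -0.65 ± 0.13 (log2) and its dimmer probe at 0.25 ± 0.25. The difference of the dimmer probe was about as large as its error. Only the brighter probe showed a clear difference, opposite to the one that exchanged labels would need. These values do not settle the labels, since a probe that cannot detect the vector transcript shows the cells' own Slpi only.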
